A study of Mus musculus with 19 samples. Its data were reported in "ZBTB16/PLZF regulates juvenile spermatogonial stem cell development through an extensive transcription factor poising network" (2025).

How the data were processed

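The samples were chromatin immunoprecipitation libraries from mouse testis at postnatal day 7 and from THY1+ undifferentiated spermatogonia (uSPG), the cell fraction that holds the spermatogonial stem cells. The labels named 19 samples, of which 4 had a processed file that was analysed here. These were 2 replicates of SOX3 ChIP-seq and 2 replicates of SOX3 ChIP-nexus, all from whole testis. ChIP-nexus is a ChIP variant in which an exonuclease trims the immunoprecipitated DNA toward the protein contact before sequencing. The 15 other samples (inputs, ZBTB16, SALL4 and histone modification libraries) were not analysed here, so no comparison between factors was made.

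According to the study's methods for ChIP-seq, reads were aligned to mm10 with Novoalign 4.04.01, with reads that fit several places assigned to one of them at random, and duplicates were removed with Picard 2.7.1. The authors called ChIP-seq peaks with USeq 8.9.6 and kept peaks with a score (−10log10 of the FDR-adjusted p-value, here the q score) above 30. The deposited ChIP-seq lists have no header. The meaning of their columns was taken from the layout of the caller's output and from the values, so the names p score (−10log10 of the p-value), q score and log2 ratio (ChIP over input) are inferred. In both deposited lists the lowest q score lay just above 30 (30.0003 and 30.0289), and peaks within a list did not overlap. The log2 ratio in the deposited lists was normalised to input by the authors, and its lowest values were 1.02 and 1.01. Peaks were called per replicate, not on pooled reads. The deposited ChIP-nexus lists, 1 per replicate, are in the format of MACS, which the authors used in version 2.1.1. For MACS peaks the study's threshold corresponds to −log10 q above 2. The alignment is not described separately for ChIP-nexus. The deposited lists give fold enrichment at the summit, −log10 p, −log10 q, a score derived from −log10 q, and the summit position. The control library of the ChIP-nexus calls was not stated. The methods name a filter against blacklisted genome regions, but not whether it was applied to these lists, and no such filter was used here. A score, fold or log2 ratio is the authors' value for that peak, and was used here only to describe, rank or filter peaks within one list. The lists hold no read counts, so the depth of each library is unknown from them. The study reports read numbers for each library, but no interval that needs depth was computed. Exact binomial (Clopper-Pearson) 95% intervals are given for shares of the short ChIP-nexus lists. They cover counting error over peaks only, and treat neighbouring peaks as independent.

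Sequence and annotation were GRCm38, the assembly of mm10, with chromosomes 1 to 19, X and Y. Transcription start sites (TSSs) were those of the 45756 RefSeq curated transcripts of 26182 genes. A promoter was the interval 2 kb either side of a TSS, as in the study. A ChIP-seq peak was called found in the other replicate when a single peak of that replicate covered at least 50% of its length. The study used the same minimum overlap, but applied it to peaks of merged replicates, which were not used here. ChIP-nexus peaks were compared by an overlap of 1 bp or more. Each overlap or promoter share was set against 1000 random placements of the same peaks on their own chromosome outside assembly gaps, in a one-sided permutation test. There were 8 such tests in the family, with Benjamini-Hochberg adjustment. The smallest p-value that 1000 placements can give is 0.001. Random placement keeps the chromosome and width of each peak but not its base composition or the clustering of neighbouring peaks. The SOX consensus WWCAAWG (W is A or T) was searched on both strands in 100 bp around the ChIP-seq midpoint or the ChIP-nexus summit, and in 100 bp windows 1 kb beyond each edge of the same peak. Values of the 2 replicates are given as mean ± SD, and no test between replicates is possible with 2 of them. The regions on the phage sequence in the ChIP-nexus lists were counted in the peak numbers and left out of all overlaps and motif searches, which leaves 110 and 18 peaks.

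The groups, the main tests, most alternatives and the rule for named items were fixed before the data were examined. The rule named 12 genes that the study discusses around SOX3 or as markers of its gene classes, the 5 ChIP-seq peaks found in both replicates with the highest mean rank of the q score, and at most 5 ChIP-nexus peaks found in both replicates, ranked in replicate 1. Alternatives covered the score threshold, the overlap rule, the promoter window, the annotation (with GENCODE M21), the motif, the window, the peak set and leaving out each replicate. Those with GENCODE transcripts, a common p score minimum, crossed replicate numbers and single-copy ChIP-nexus peaks were added afterwards. The overlap code was checked against bedtools 2.31.1 and tested on simulated data for the replicate overlap, with 2000 simulated peaks of which 600 were planted as overlapping. All planted overlaps were recovered (100%), none of the random peaks was called (0%), and 5% of 100 unrelated sets reached p of 0.05 or lower. The unrelated sets came from the same random placement as the test, with a 1 bp overlap and fewer placements. They therefore check the code only, and not the p-values for real peaks that cluster. Analyses were run in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9.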

Results

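SOX3 is a transcription factor of undifferentiated spermatogonia whose occupancy the study mapped alongside that of ZBTB16 and SALL4. Occupancy in postnatal day 7 testis was described here by 4 peak lists, 2 replicates of SOX3 ChIP-seq and 2 replicates of SOX3 ChIP-nexus. The ChIP-seq lists held 58351 peaks in replicate 1 and 38832 peaks in replicate 2 (mean 48592 ± 13802 (SD, n = 2)), a ratio of 1.503. Median peak width was 738 bp in replicate 1 and 697 bp in replicate 2, and the peaks covered 62.9 Mb and 36.4 Mb, respectively. Median q scores (−10log10 of the adjusted p-value, from the authors' caller) were 41.4 and 39.5, close to the threshold of 30. With a q score above 60, the alternative that moved the peak number most, 15787 and 9020 peaks were left.

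To ask how far the replicates overlapped, peaks were matched when one peak covered at least 50% of the other replicate's peak. In replicate 1, 14638 of the 58351 peaks (25.1%) were found in replicate 2, against a mean of 1.43% in random placements. Of the replicate 2 peaks, 18801 of 38832 (48.4%) were found in replicate 1, against 2.63% at random. Both shares exceeded all 1000 random placements (one-sided permutation test, p = 0.001, the smallest these placements can give, adjusted p = 0.00114). The threshold moved these shares most. With a q score above 60 in both replicates, 47.8% of replicate 1 peaks and 94.1% of replicate 2 peaks were matched. The overlap depended on peak strength. In the highest decile of peaks by q score, 91.3% of replicate 1 peaks and 99.9% of replicate 2 peaks were matched, while in the lowest decile 5.57% and 18.1% were. Across the 14638 matched pairs, the q scores correlated with a Spearman's rho of 0.846 and a Pearson's r of 0.881. Peaks are not independent replicates, so no p-value is attached. The log2 ratios of the same pairs correlated less closely, with a rho of 0.304.

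**Figure D1:**
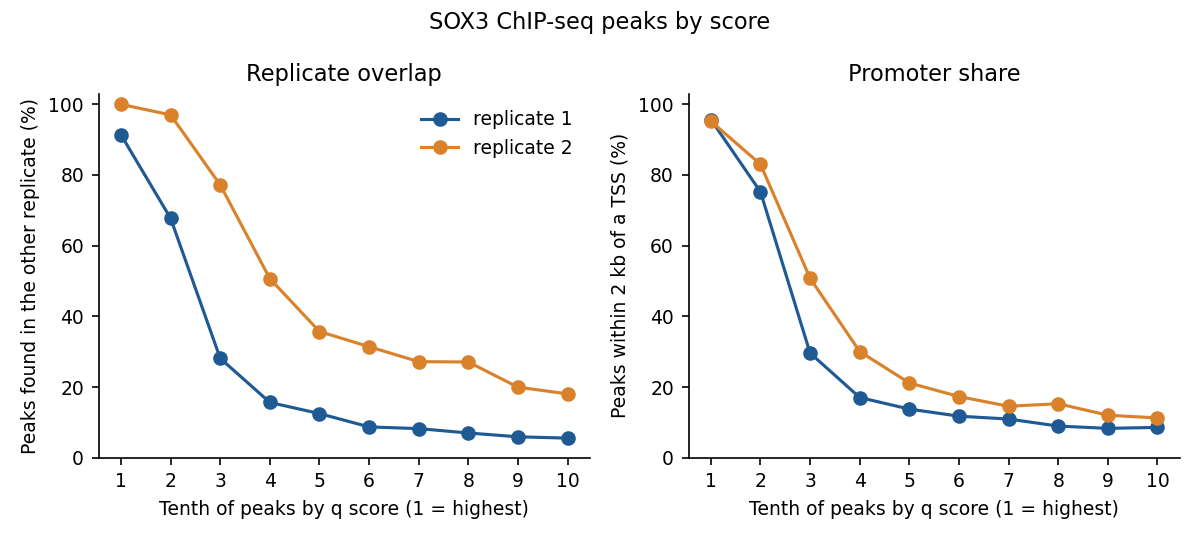
Share of SOX3 ChIP-seq peaks found in the other replicate (left, %) and within 2 kb of a TSS (right, %) in each decile of peaks ranked by q score, with 1 the highest, for replicate 1 (blue) and replicate 2 (orange). Both shares fell from above 90% in the highest decile to 5.57% and 18.1% (overlap) and 8.60% and 11.3% (promoters) in the lowest.

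The study defined SOX3-bound promoters by a distance of 2 kb from the TSS. By this rule 28.0% of replicate 1 peaks and 35.1% of replicate 2 peaks were promoter peaks (mean 31.5% ± 5.001 (SD, n = 2)). Random placements gave 5.55% and 5.39%, and both observed shares exceeded all 1000 of them (one-sided permutation test, p = 0.001, adjusted p = 0.00114). The q score threshold again moved the value most, to 71.8% and 85.4% above a score of 60. The remaining peaks had their midpoint in introns (34.3% ± 2.64), intergenic sequence (28.5% ± 1.59) or exons (5.72% ± 0.768). Promoter peaks were found in the other replicate more often than other peaks. In replicate 1, 59.0% of promoter peaks and 11.9% of other peaks were found in replicate 2. In replicate 2 these shares were 85.4% and 28.4%. Promoter peaks had a higher median q score than other peaks, 123 against 37.9 in replicate 1 and 67.6 against 36.5 in replicate 2 (ratio 2.55 ± 0.983 (SD, n = 2)). The log2 ratio did not follow this order in both replicates. Its median was 0.66 higher at promoter peaks in replicate 1 and fell by 0.13 there in replicate 2.

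Genes were counted as bound when a peak lay within 2 kb of one of their TSSs. Of 26182 RefSeq genes, 16417 (62.7%) were bound in replicate 1 and 14310 (54.7%) in replicate 2. Both replicates had a peak at 13665 genes (52.2%), whereas independent lists of these sizes would share 34.3% of genes. The genes bound in both replicates were 83.2% of those bound in replicate 1 and 95.5% of those bound in replicate 2, and at 13318 of them (97.5%) the peaks of the 2 replicates overlapped each other. A q score above 60 in both replicates gave the lowest number, 9216 genes, and a peak in at least 1 replicate the highest, 17062 genes. Protein-coding genes were bound more often (63.9% ± 5.53 (SD, n = 2)) than non-coding genes (37.4% ± 6.33), a difference larger than the spread between replicates.

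The 12 genes fixed in advance included factors of uSPG, markers of differentiation and genes of later germ cells. Zbtb16, Sall4, Sox3, Kit, Ccnd1 and Sycp3 had overlapping peaks near the TSS in both replicates. Positions are those of mm10. At Zbtb16 (chromosome 9: 48651797 to 48836225, minus strand) the strongest promoter peaks spanned 48834671 to 48837973 in replicate 1 and 48835604 to 48837156 in replicate 2, with q scores of 127 and 102. Both covered the TSS. Sox3 (chromosome X: 60891366 to 60893430, minus strand) had peaks at 60891845 to 60894533 and 60891984 to 60894147, with midpoints in its exon, q scores of 121 and 63.4 and log2 ratios of 4.01 and 4.86. Neurog3 (chromosome 10: 62133090 to 62134763, plus strand) also had a promoter peak in each replicate, but these did not overlap. The replicate 1 peak (62134019 to 62134583, q score 45.5) lay in an exon, 929 bp from the TSS, and the replicate 2 peak (62132548 to 62133050, q score 37.6) ended 40 bp upstream of it. Lin28a and Col15a1 had a promoter peak in replicate 1 only, with q scores of 53.0 and 41.4. No promoter peak was listed at Cyp26b1, Tnp1 or Prm1 in either replicate. The nearest peaks to a Cyp26b1 TSS lay 3160 bp and 2431 bp away, inside the 5 kb window in both replicates. Above a q score of 60, only Zbtb16, Sox3 and Ccnd1 of the 12 kept a promoter peak in both replicates.

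**Figure D2:**
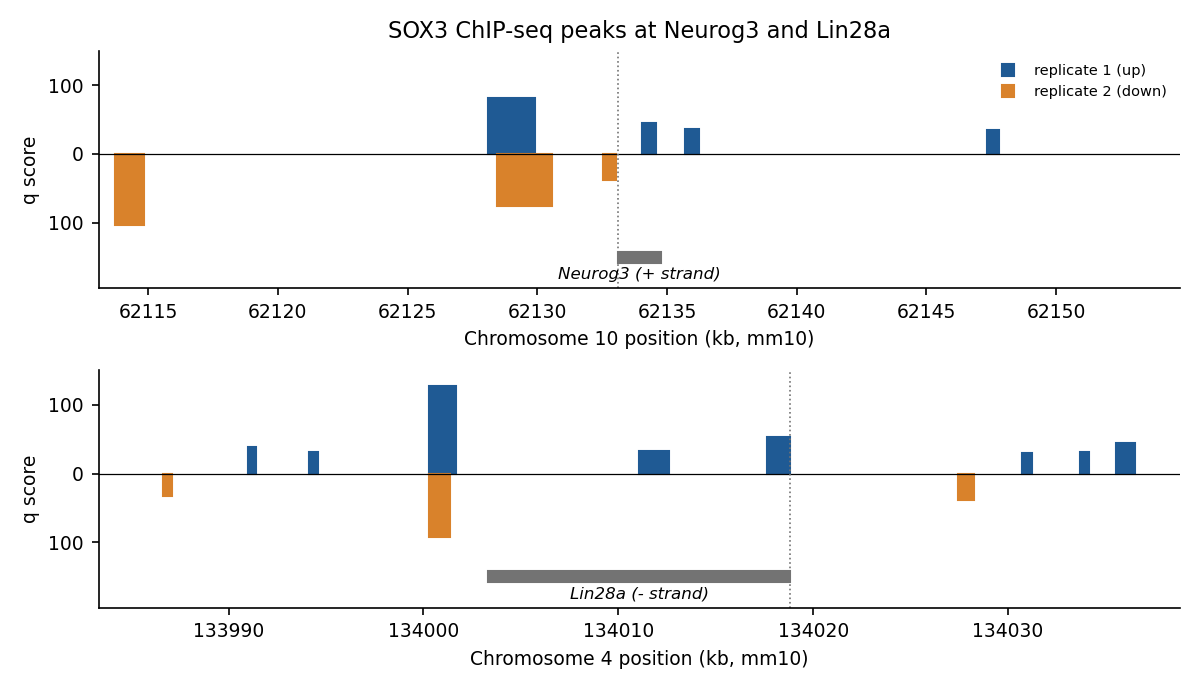
SOX3 ChIP-seq peaks within 20 kb of Neurog3 (top) and Lin28a (bottom) along the chromosome (kb, mm10), drawn to scale with height equal to the q score, replicate 1 upward (blue) and replicate 2 downward (orange). Grey bars are the genes and dotted lines their TSSs; the only peaks of the 2 replicates that overlap in these windows are a pair upstream of Neurog3 (62128111 to 62129922 in replicate 1) and a pair within 2 kb of the Dhdds TSS (134000262 to 134001668 in replicate 1).

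The 5 strongest peaks found in both replicates were all promoter peaks. The first, at Rnu11 (an snRNA gene, chromosome 4: 132269222 to 132271077 in replicate 1), ranked 1 in both lists with q scores of 2472 and 1744. The second covered Eapp and the snRNA gene Gm22513 (chromosome 12: 54694904 to 54700495), and had the highest log2 ratio of replicate 1, 7.78. The third covered Gtf3c6 and Rnu3a (chromosome 10: 40256363 to 40259450), and the fourth Tex14 and the snRNA gene Gm22068 (chromosome 11: 87425288 to 87428045). The fifth lay at Jund and Iqcn (chromosome 8: 70694576 to 70704867). An annotated snRNA gene overlapped 4 of these 5 peaks.

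The density of peaks was compared between the X chromosome and the autosomes because male tissue carries a single X. Replicate 1 had 622 peaks on X, or 3.805 per Mb, against 24.1 per Mb on the autosomes. Replicate 2 had 383, or 2.34 per Mb against 16.04. The ratio was 0.152 ± 0.00842 (SD, n = 2), and X was below each of the 19 autosomes in both replicates. The ratio rose most with a q score above 60, to 0.284, and stayed below 1 in each alternative.

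**Figure D3:**
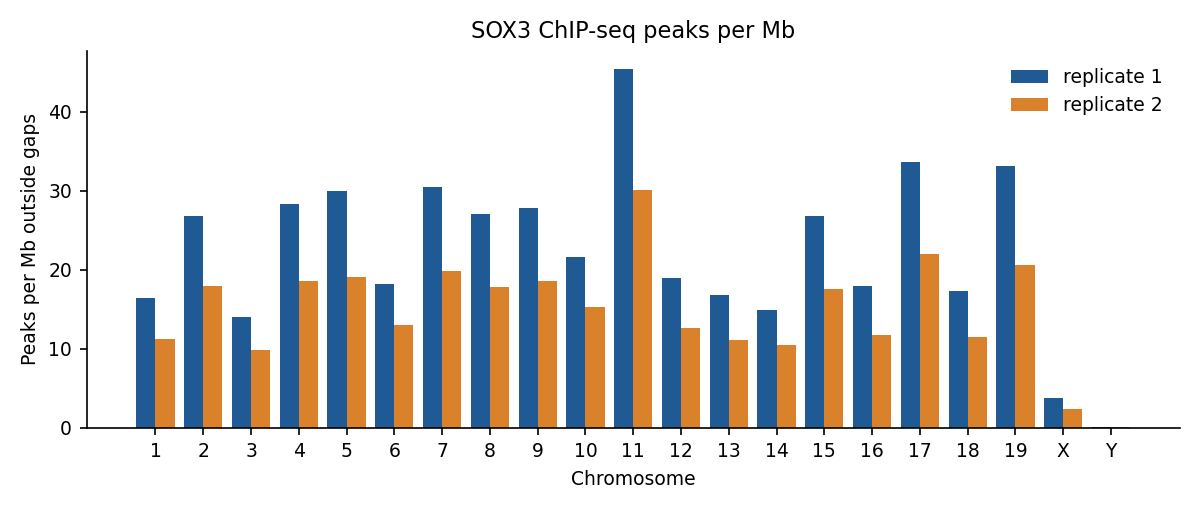
SOX3 ChIP-seq peaks per Mb of sequence outside assembly gaps (y axis) on each chromosome (x axis) for replicate 1 (blue) and replicate 2 (orange), 1 bar per list. Chromosome X had 3.805 and 2.34 peaks per Mb, chromosome Y had 0.113 in both, and the lowest autosome, chromosome 3, had 14.03 and 9.85.

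The SOX consensus WWCAAWG was then sought at the peaks. It occurred in the central 100 bp of 8.41% of replicate 1 peaks and 7.81% of replicate 2 peaks, and in 11.2% and 11.4% of windows 1 kb beyond the peak edges. The share was thus lower at peak midpoints by a difference of -3.18 percentage points ± 0.572 (SD, n = 2), in the same direction in both replicates. It was -5.94 points ± 0.397 for peaks found in both replicates and -1.16 points ± 0.107 for peaks outside promoters. For peaks that were both shared and outside promoters it was -0.347 points ± 0.419, within the spread of the replicates. The lists give no ChIP-seq summit, so a site away from the midpoint of a wide peak would be missed.

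**Figure D4:**
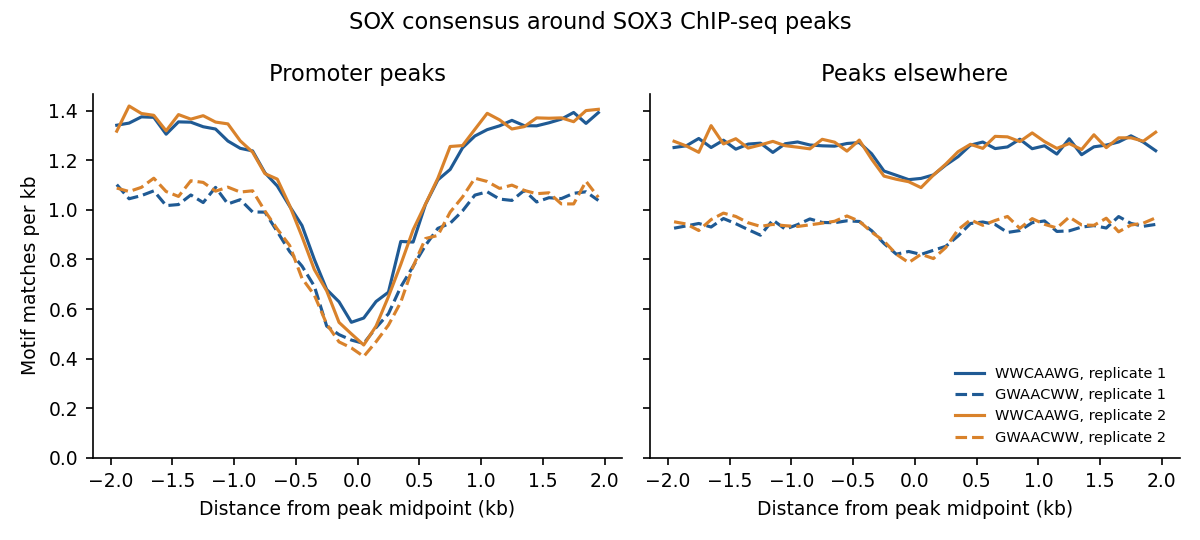
Matches per kb (y axis) to WWCAAWG (solid) and to the same motif reversed, GWAACWW (dashed), in 100 bp bins within 2 kb of the midpoint (x axis, kb) of promoter peaks (left) and other peaks (right), for replicate 1 (blue) and replicate 2 (orange). Both motifs were least frequent near the midpoint, with a deeper minimum at promoter peaks.

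ChIP-nexus served the search for binding motifs. Its lists were short, with 111 regions in replicate 1 and 19 in replicate 2, all with −log10 q above 2. In each list, 1 region lay on the phage PhiX sequence. The study's reporting summary gives both ChIP-nexus libraries far fewer unique reads than total reads, and far fewer than the ChIP-seq libraries. This limits all ChIP-nexus results below. Of the 110 mouse peaks of replicate 1, 12 (10.9%, exact binomial 95% interval 5.77% to 18.3%) overlapped a replicate 2 peak, and of the 18 peaks of replicate 2, 14 did (77.8%, 52.4% to 93.6%). Both shares exceeded all 1000 random placements (one-sided permutation test, p = 0.001, adjusted p = 0.00114). The placements treat each peak as independent, but several replicate 2 peaks were neighbours. Some lay between 98661968 and 98667593 on chromosome 2. Others lay inside a single replicate 1 region, chromosome 9: 2999809 to 3038491. The test and the intervals therefore overstate the number of separate loci. The assays were compared next. In replicate 1, 59 of 110 ChIP-nexus peaks (53.6%, 43.9% to 63.2%) overlapped a ChIP-seq peak of either replicate, against 5.32% at random (one-sided permutation test, p = 0.001, adjusted p = 0.00114). In replicate 2 only 1 of 18 did (5.56%, 0.141% to 27.3%), against 8.79% at random (one-sided permutation test, p = 0.835, adjusted p = 0.835). Of the 12 replicate 1 peaks found in both ChIP-nexus replicates, 1 overlapped a ChIP-seq peak, and of the 98 others, 58 did. Some of these 58 were neighbours too, for example at Tex14 on chromosome 11.

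The 5 highest-scoring ChIP-nexus peaks found in both replicates were at chromosome 2: 98666043 to 98667582, chromosome 9: 2999809 to 3038491, chromosome 9: 35305031 to 35305846, chromosome 2: 98661986 to 98663225 and chromosome 14: 19415488 to 19419840 (replicate 1 positions). Their fold enrichment was 31.7 to 55.3 in replicate 1 and 31.3 to 71.7 in replicate 2. Only the third overlapped an annotated gene, the lncRNA gene Gm33838, and only this one overlapped a ChIP-seq peak, in replicate 1. Between 53.3% and 95.6% of the bases of these 5 peaks were repeat-masked.

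WWCAAWG was found in the 100 bp around 9 of 110 ChIP-nexus summits in replicate 1 (8.18%, exact binomial 95% interval 3.81% to 14.96%) and in 16.5% of flanking windows (11.8% to 22.1%). In replicate 2 it was found at 4 of 18 summits (22.2%, 6.41% to 47.6%) and in 11.8% of flanking windows (3.30% to 27.5%). The 2 replicates thus differed in direction, and the difference was not tested. With 200 bp windows, replicate 1 had the motif at 13.6% of summits (7.84% to 21.5%) and in 30.3% of flanking windows (24.3% to 36.8%), and replicate 2 at 33.3% of summits (13.3% to 59.0%) and in 17.6% of flanking windows (6.76% to 34.5%). The reversed motif GWAACWW, in 100 bp windows, was found at 7.27% of summits and in 10.55% of flanking windows in replicate 1, and at 27.8% and in 8.82% in replicate 2.

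**Figure D5:**
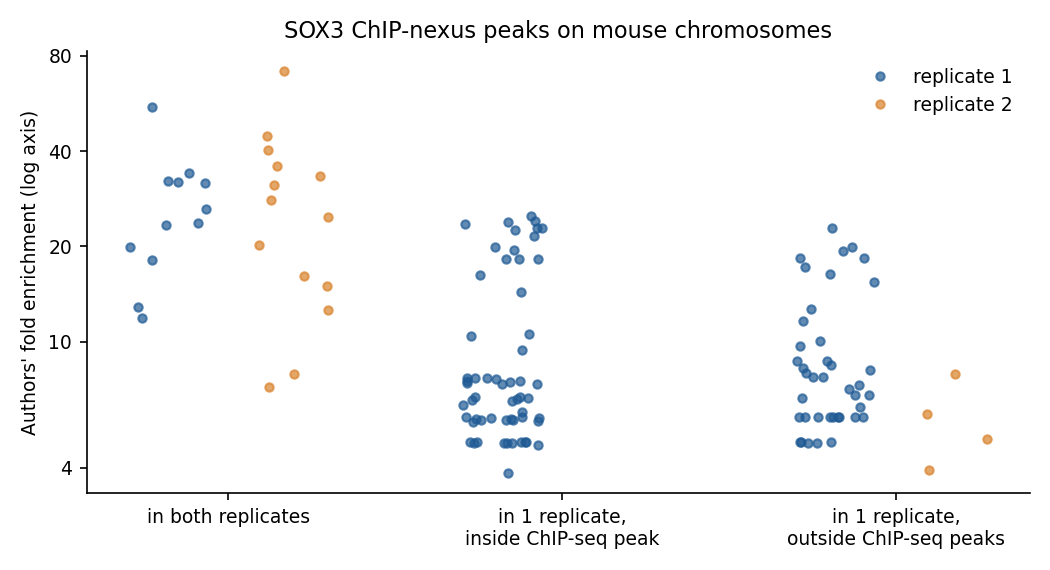
Fold enrichment from the authors' caller (log axis) of each SOX3 ChIP-nexus peak on mouse chromosomes, grouped by whether it was found in both replicates or, if not, inside or outside a ChIP-seq peak, for replicate 1 (blue) and replicate 2 (orange); horizontal scatter is arbitrary. Each point is 1 peak, and the highest points of both replicates (55.3 and 71.7) were found in both replicates.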

Values the study reported

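The study reported SOX3 occupancy at 19,063 genes. Of these, 16,953 genes (88.9%) were also occupied by ZBTB16.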

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

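The test of the phage region was chosen only after the region had been seen. Each ChIP-nexus list held 1 region on the sequence of the phage PhiX, which lies outside the mouse genome and entered no comparison of the report. It drew attention because it was the highest-scoring region in both lists. Its fold enrichment was 107.8 in replicate 1 and 251 in replicate 2, with −log10 q of 958 and 1342. No control sample was examined for phage sequence. PhiX DNA is commonly added to sequencing runs as a control, and such added DNA would cover the phage sequence from end to end. The region spanned 5386 bp, from position 1 to position 5386, in both lists, which is consistent with spike-in DNA that was aligned together with the mouse reads. No alternative source of the DNA was tested, and no biological explanation was tested because the design gives none. The lists as deposited thus include sequence outside the mouse chromosomes.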

How the results depend on the processing

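Alternatives with GENCODE transcripts, a common p score minimum, crossed replicate numbers and single-copy ChIP-nexus peaks were chosen only after the data had been examined, and all others before. Of 72 alternative values of the main results, 56 kept their direction and their side of the threshold or moved by less than the criterion set for them, 14 moved by more and 2 changed direction.

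The overlap of the ChIP-seq replicates, their promoter share and the overlap of the ChIP-nexus replicates stayed above the random placements in each alternative run (one-sided permutation test, p = 0.001 in all). The mean promoter share ranged from 28.2% with 1 kb windows to 78.6% above a q score of 60, and from 28.0% to 35.1% across the 2 values that each left out one replicate. The number of bound genes stayed within 1.5 times the main number in each alternative, including GENCODE transcripts (16343 genes). The share did change with GENCODE. Both replicates had a peak at 29.6% of its 55304 genes, against 52.2% of the 26182 RefSeq genes.

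A q score above 60 lowered the mean number of ChIP-seq peaks to 12404 and raised the X to autosome ratio to 0.284. The X ratio was also higher for peaks found in both replicates (0.263) and per annotated TSS (0.235). The ChIP-nexus peak number was 19 to 111 when one replicate was left out. The rank correlation of scores moved to 0.798 with a 1 bp overlap and to 0.304 with the log2 ratio, and with the log2 ratio the mean difference between promoter and other peaks was 0.26, with opposite signs in the replicates. The motif difference at ChIP-seq peaks was -1.67 points with AACAAT, -5.81 points with 200 bp windows, -5.94 points for peaks found in both replicates and -1.16 points outside promoters. It was negative in each. At ChIP-nexus peaks it was -16.6 points in replicate 1 and 15.7 points in replicate 2 with 200 bp windows, and in replicate 2 it changed sign with AACAAT, to -5.88 points. The share of replicate 2 ChIP-nexus peaks inside ChIP-seq peaks lay below the random mean in all alternatives but one, single-copy peaks, where it was 14.3% and above the random mean without passing the threshold (one-sided permutation test, p = 0.296; range over the alternatives 0.296 to 1). These 2 changes of direction rest on 18 peaks or fewer. Apart from what the construction of an alternative implies, the cause was not tested.

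ChIP-seq and ChIP-nexus samples share replicate numbers. With the replicate block, each ChIP-nexus list was set against the ChIP-seq list of the same number, which gave 53.6% in replicate 1 and 0% in replicate 2. Crossed numbers gave 52.7% and 5.56%. Neither changed a call, and with 2 pairs it could not be shown that the numbers pair the samples.

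Of the 12 named genes, 7 changed in some alternative. A q score above 60 lowered the number of replicates with a promoter peak at 6 genes, and 5 kb windows raised it at 1. Depth is unknown from the lists for all 4 libraries. The study's reporting summary gives more total and more unique reads for ChIP-seq replicate 2 than for replicate 1. The Lin28a promoter peak was thus absent from the ChIP-seq library with more reads. For both ChIP-nexus libraries the summary gives far fewer unique than total reads. Read counts at single loci are not in the lists, so absent peaks, such as those of Lin28a in replicate 2, cannot be read as absent binding.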

Other observations

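The tests of common p score minima, of the share of multicopy peaks, of repeat-masked sequence and of windows with few reads, the halved scores and the motif counts of strong peaks outside promoters were chosen only after the results had been seen. The other tests below were written down before their results.

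The strongest ChIP-seq peaks and most ChIP-nexus peaks inside ChIP-seq peaks sat at small RNA or histone genes. Of the 59 ChIP-nexus peaks of replicate 1 inside ChIP-seq peaks, 50 (84.7%, exact binomial 95% interval 73.0% to 92.8%) lay within 1 kb of an snRNA, snoRNA, tRNA, rRNA-like or histone gene, compared with 0.776% of all ChIP-seq peaks of replicate 1. By class, 32 of the 59 were near an snRNA gene, 15 near a histone gene and 0 near a tRNA gene. None of the 18 ChIP-nexus peaks of replicate 2 lay near a gene of any of these classes (upper limit 18.5%). Among ChIP-seq peaks alone, 11 of the top 20 in replicate 1 and 13 of the top 20 in replicate 2 overlapped an snRNA gene. The top 1% of peaks, at promoters or elsewhere, were compared with the promoter peaks below them in the highest decile. In the top 1% of replicate 1, 8.06% (5.98% to 10.6%) overlapped a small RNA gene, against 1.26% (0.966% to 1.60%) of the promoter peaks below them in that decile, and in replicate 2 the shares were 11.3% (8.36% to 14.9%) and 1.41% (1.04% to 1.87%). Both sets were ranked by the score itself and promoter strength was not measured. Median peak width also rose with the score, from 493 bp in the lowest decile of replicate 1 to 1955 bp in the highest, and was not adjusted for. A feature of very strong promoters in general, peak width and a property of these genes therefore cannot be told apart. Outside ChIP-seq peaks, 12 of 51 ChIP-nexus peaks of replicate 1 (23.5%) were near such genes. One hypothesis is that genes with very high transcription or many copies may be recovered by immunoprecipitation whatever the antibody. Control immunoprecipitations and expression were not analysed here, so specific SOX3 binding at these genes stays open too.

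ChIP-nexus peaks found in both replicates were a different set. Multicopy sequence was tested first, since a shared peak could come from reads that fit several places. The median copy number of 31-base words in the assembly was 1 in the 12 shared peaks of replicate 1, below the 2 of the 98 others, and 1.5 in the 14 shared peaks of replicate 2, where the 4 others had 11. Of the shared peaks, 7 of 12 and 7 of 14 were single copy. Single copy here means a median of 1 over the words of a peak, so part of its words can still be multicopy. Copies in the assembly therefore cannot be excluded as a source of these peaks, and copies absent from it were not counted. The multicopy share was 41.7% (exact binomial 95% interval 15.2% to 72.3%) in replicate 1 and 50% (23.0% to 77.0%) in replicate 2. A single random placement of each list gave 16.4% (10.0% to 24.6%) and 5.56% (0.141% to 27.3%), lower but with overlapping intervals. The shares were not higher than in the other ChIP-nexus peaks (52.0% and 100%). For the 5 and 7 multicopy peaks, copy number and other properties cannot be told apart with so few peaks. After this result, repeat-masked sequence was tested. The median share of masked bases was 55.7% in the 12 shared peaks of replicate 1 and 56.0% in the 14 of replicate 2. It was 9.17% in the 98 others of replicate 1, and 23.5% and 19.2% in the single random placement of each list. Repeat sequence is thus a candidate source, chosen after the median copy number had been seen. No biological explanation was tested, as both lists are of one group.

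Peaks found in 1 replicate were mostly low-scoring, and low-scoring peaks repeated the same values. In the lower 5 deciles of replicate 1, 99.4% of 29176 peaks had a score and log2 ratio that recurred in at least 20 peaks, and these deciles held only 79 distinct value sets. Replicate 2 gave 98.5% and 99 sets. Windows with a few whole reads over a low input would give such values. The criterion first set asked for a share at least 10 times that of the 2 highest deciles. These had 21.9% and 24.2%, so no share could have met it and it decides nothing. The highest decile alone had 2.52% and 3.91%, a comparison made after that result. Within the lower deciles, recurring peaks were found in the other replicate less often than the rest (6.97% against 31.5% in replicate 1, 23.7% against 90.3% in replicate 2), but few peaks did not recur. Few reads and a low score from another cause cannot be told apart here, because the lists hold no read counts.

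The peak numbers of the replicates depended on the form of the threshold. The lowest p score was 35.7 in replicate 1 and 41.7 in replicate 2, so the same q threshold allowed weaker p-values in replicate 1. With the higher minimum applied to both, 40900 and 38832 peaks remained and their ratio was 1.05, compared with 1.503 in the deposited lists. This minimum is the lowest p score of replicate 2, so it could only remove peaks of replicate 1. At higher common minima the ratio rose, to 1.23 at a p score of 50, 1.35 at 60, 1.87 at 100 and 6.43 at 200. A q threshold that stands for different p-values therefore does not account for the excess of strong peaks in replicate 1. What does was not tested.

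Occupancy followed CpG content. Start sites were divided into quintiles by the observed to expected CpG ratio in the 1000 bp around them. The share with a SOX3 peak within 2 kb was 13.6% ± 3.59 (SD, n = 2) in the lowest quintile, 28.7% ± 8.17, 64.8% ± 10.2 and 90.7% ± 5.72 in the following ones, and 96.6% ± 2.103 in the highest. On average, 20 random placements of the peaks gave 11.8% and 7.79% of all start sites. This pattern is consistent with occupancy of CpG-rich promoters in general, although transcription and open chromatin, which go with CpG content, were not analysed here and could produce it as well.

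The lower frequency of the SOX consensus at peak midpoints may come from base composition. The reversed motif, which has the same bases, was also less frequent at the midpoints, by a difference of -2.64 points ± 0.491 (SD, n = 2), close to that of the consensus. Relative to the flanks, the consensus was at 0.719 ± 0.0470 and the reversed motif at 0.701 ± 0.0496. Outside promoters these ratios were 0.894 ± 0.00894 and 0.844 ± 0.0146, so the consensus fell by slightly less than the reversed motif there, beyond the spread of the replicates, but it was not above its flanks. Peaks outside promoters with a q score above 60 had the consensus in 10.02% and 9.85% of central windows, against 11.2% in both sets of flanks. They had the reversed motif in 6.77% and 7.05% of central windows, against 8.34% and 8.11% of flanks. In points, the consensus fell by less than the reversed motif in replicate 1 (-1.18 against -1.57). In replicate 2 it fell by more (-1.37 against -1.06).

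The scarcity of peaks on X was examined for 3 explanations. Gene density does not account for it, because the ratio per annotated start site was 0.235 ± 0.0130 (SD, n = 2). Over all start sites, the share with a peak on X relative to autosomes was 0.597 ± 0.0842. From the lowest to the highest CpG quintile it was 0.201 ± 0.0562, 0.389 ± 0.0637, 0.716 ± 0.119, 0.886 ± 0.0897 and 0.836 ± 0.0793, below 1 by more than the spread of the replicates in each. CpG content alone therefore does not account for it either. The third was the single X copy, which would halve reads from both ChIP and input and so lower scores without lowering the log2 ratio. At equal log2 ratio, the p score of X promoter peaks was lower than that of autosomal promoter peaks by a median of -0.61 (log2, mean of the replicates), and 85.9% and 90.8% of X promoter peaks were below the autosomal median. Median log2 ratios of the listed promoter peaks were not lower on X (3.804 against 3.46 in replicate 1, 2.93 against 2.67 in replicate 2). Only peaks past the threshold are listed, so lower scores on X could remove X promoter peaks with low log2 ratios. These medians therefore cannot show that log2 ratios on X were unaffected. Outside promoters the score comparison at equal log2 ratio gave a median of 0 in both replicates. Only 34.4% and 42.0% of X peaks there were below the autosomal median. Median p scores there were not lower on X either (51.7 against 44.4 in replicate 1, 50.1 against 49.0 in replicate 2). Peaks outside promoters lie close to the threshold, so weaker X peaks could be missing from the lists and the comparison decides nothing there. The X to autosome ratio of peaks per Mb was 0.0598 ± 0.0120 outside promoters and 0.359 ± 0.0487 at promoters. If autosomal scores were halved, 67.4% and 50.4% of promoter peaks and 8.63% and 3.16% of other peaks would still pass the lowest p score of their list. The share of start sites with a peak on X relative to autosomes was 0.656 and 0.537, and the ratio per Mb outside promoters was 0.0683 and 0.0513, above the halved share in replicate 2 and below it in replicate 1. The measured score ratio at promoters was 0.649 and 0.660, so halving is only an assumption and gives no size for the effect. The single X copy may thus contribute, as a hypothesis. Lower SOX3 binding on X was not tested separately and stays open.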
